# An Integrated Multi-Omics Study Revealed Metabolic Alterations Underlying the Effects of Coffee Consumption

**DOI:** 10.1371/journal.pone.0091134

**Published:** 2014-03-11

**Authors:** Shoko Takahashi, Kenji Saito, Huijuan Jia, Hisanori Kato

## Abstract

Many epidemiological studies have indicated that coffee consumption may reduce the risks of developing obesity and diabetes, but the underlying mechanisms of these effects are poorly understood. Our previous study revealed the changes on gene expression profiles in the livers of C57BL/6J mice fed a high-fat diet containing three types of coffee (caffeinated, decaffeinated and green unroasted coffee), using DNA microarrays. The results revealed remarkable alterations in lipid metabolism-related molecules which may be involved in the anti-obesity effects of coffee. We conducted the present study to further elucidate the metabolic alterations underlying the effects of coffee consumption through comprehensive proteomic and metabolomic analyses. Proteomics revealed an up-regulation of isocitrate dehydrogenase (a key enzyme in the TCA cycle) and its related proteins, suggesting increased energy generation. The metabolomics showed an up-regulation of metabolites involved in the urea cycle, with which the transcriptome data were highly consistent, indicating accelerated energy expenditure. The TCA cycle and the urea cycle are likely be accelerated in a concerted manner, since they are directly connected by mutually providing each other's intermediates. The up-regulation of these pathways might result in a metabolic shift causing increased ATP turnover, which is related to the alterations of lipid metabolism. This mechanism may play an important part in the suppressive effects of coffee consumption on obesity, inflammation, and hepatosteatosis. This study newly revealed global metabolic alterations induced by coffee intake, providing significant insights into the association between coffee intake and the prevention of type 2 diabetes, utilizing the benefits of multi-omics analyses.

## Introduction

Lines of evidence have shown that the chronic consumption of coffee may reduce the risk of some diseases such as obesity and diabetes [1], [2]. However, despite the abundance of epidemiological studies indicating such beneficial effects [3], [4], the information on the underlying mechanisms is limited. Considering the fact that coffee is now one of the most popular beverages in the world, biomolecular studies of the health benefits of coffee should be of great significance to the maintenance and promotion of human health. The goal of the present study was to reveal in an exhaustive manner the fundamental metabolic alterations caused by coffee consumption.

More strategic and more systematic approaches to studies of the functionality of food and food components are needed, since the mechanisms underlying their effects are poorly understood in many foods, including coffee. Since food components affect the status of the whole body by influencing arrays of transcripts, proteins and metabolites, new research areas have been developed based on the studies of such groups of molecules. These research areas are called by the name of object or field studied, suffixed by “omics,” such as transcriptomics, proteomics and metabolomics [5], [6]. These various ‘omics’ technologies enable researchers in the field of food and nutrition to comprehensively understand the response of the body to diets, to discover novel functions of food factors, and to elucidate unknown mechanisms of the effects of nutrients. These technologies also proved themselves to be effective for investigating safety issues related to foods [7]. Transcriptomic analyses using DNA microarrays are widely used due to their efficiency and comprehensiveness in omics research [8].

Although many studies have addressed the impact of food components at the transcriptomic level, their findings should be interpreted with reservation since they provide information only on changes in mRNA abundance. Proteomic analyses reveal the changes at the protein level, which are the direct players in cellular regulation and homeostasis. In addition to transcriptomics and proteomics, metabolomics, the use of which is still relatively limited in the field of food science, is of importance for the comprehensive understanding of the influence of food factors. Metabolomics using CE-TOF MS aims at determining as many metabolites present in organisms as possible [9].

These omics studies enable us to understand physiological information at the respective levels of mRNA, protein, and metabolite. Considering the highly distinct and diverse features of information obtained from each omics platform, one could expect that combinations of different omics should provide highly comprehensive views on the effects of, for instance, nutrition and diets. Such an attempt of combining different omics is referred to as multiple omics or “multi-omics,” integrated omics. Since the number of examples of integrated omics research is limited — especially in the field of food science — the first nutritional omics study of the effects of coffee by a combination of three omics analyses is of high significance. The study will also be valuable as a precedent for future studies of the functionality of foods whose mechanisms are as yet unknown.

There is a need for comparisons of laboratory findings with the epidemiological data concerning the anti-obesity and anti-diabetes effects of coffee. In our previous study examining the effects of three types of coffee (caffeinated, decaffeinated, and green unroasted coffee) on the livers of C57BL/6J mice fed a high-fat diet, we obtained transcriptome data using a DNA microarray [2]. The three types of coffee suppressed the overweight and fat accumulation induced by a high-fat diet throughout the experimental period, without affecting calorie intake. The transcriptomics results suggested the alterations in lipid metabolism-related molecules as one of the factors mediating the anti-obesity effect of coffee, which may lead to the prevention of type 2 diabetes.

We conducted the present study to delve further into the effects of coffee, and the results revealed the alterations at the levels of proteome and metabolome by coffee. We further interpreted the results through the integration with the previous transcriptome data to more extensively clarify the metabolic alterations underlying the anti-obesity and anti-diabetic effects of coffee consumption via a multi-omics study.

## Results

Body weights, organ weights, biochemical tests and the DNA microarray were previously reported [2]. 

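Gene expression in the liver was measured on Affymetrix Mouse Genome 430 2.0 arrays, with 1 array for each of 15 male C57BL/6J mice, an inbred strain that becomes obese on a high-fat diet. The mice were 7 weeks old at the start and were fed for 9 weeks, in 5 groups of 3. The ND group received a diet with 10% of its energy as fat, and the HF group a diet with 60%. The HFCC, HFDC and HFGC groups received the high-fat diet with 2% of a freeze-dried coffee powder that was caffeinated, decaffeinated, or caffeinated and green (unroasted). By the paper's values, these powders held 2.5, 0.1 and 2.5 g of caffeine and 3.18, 3.67 and 20.9 g of chlorogenic acid, the main polyphenol of coffee, per 100 g (Table S4).
The authors labelled the RNA with biotin and computed the values by robust multi-array averaging (RMA), which corrects the background, brings all arrays to a common distribution and gives 1 value per probe set. The software and its version are not given in the sources used here. The deposited values are intensities on a linear scale, with medians of 48.5 to 50.0 per array, and their log2 was taken here before any test. Of 45101 probe sets, 34945 carried exactly 1 gene symbol, and the brightest of these stood for each of 18193 genes. All 15 arrays were fitted in 1 model with limma, and a gene was called at an adjusted p under 0.05 after Benjamini-Hochberg adjustment over all genes. Lists of genes with a shared function, fixed before the data were examined, were tested with limma's camera at a preset correlation of 0.01 between genes, and again with an estimated correlation. The number of arrays limits the precision, and the median standard error of a log2 difference between a pair of groups was 0.092.
RNA quality was read from the control probe sets of Gapdh and Actb, a glycolytic enzyme and a cytoskeletal protein, whose 3' signal exceeds the 5' signal more where RNA is shorter. The log2 difference between the 3' and 5' signals, averaged over both genes, was 1.22 ± 0.17 (SD, n = 3) in the HF group, 0.88 ± 0.06 in the ND group, 0.93 ± 0.12 in the HFCC group, 0.93 ± 0.11 in the HFDC group and 0.82 ± 0.11 in the HFGC group. The HF arrays lay 0.33 above the other 12 on average (exact permutation test, two-sided p = 0.0022, the smallest that the 455 ways of choosing 3 of 15 arrays can give). HF replicate 2 had the highest value, 1.40, followed by HF replicate 3 with 1.17 and HF replicate 1 with 1.08. The first principal component of all genes held 24.0% of the variance and the second 16.2%.

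**Figure D1:**
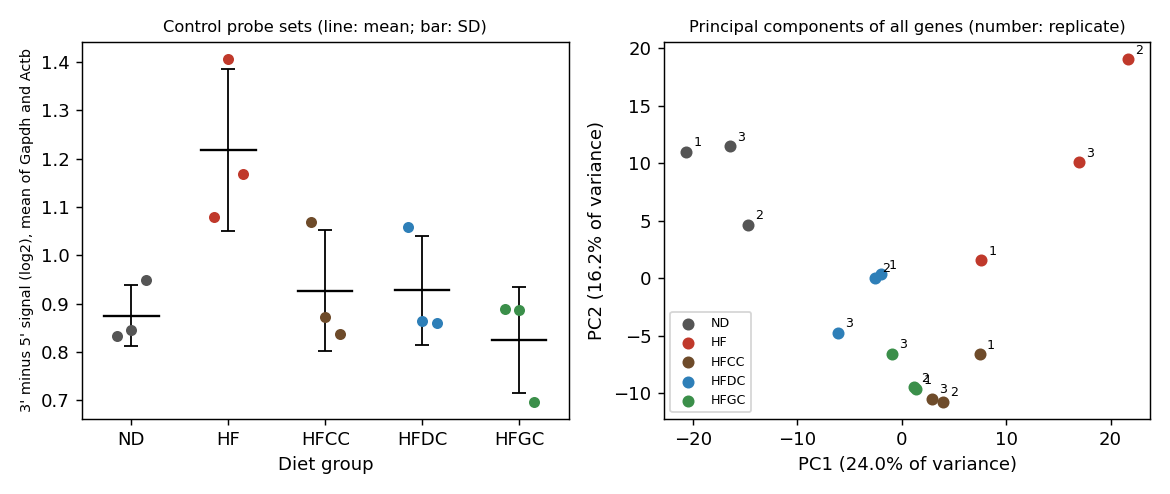
Left, 3' minus 5' log2 difference averaged over Gapdh and Actb for each of 15 arrays by group, with the mean (line) and SD (bar). Right, first and second principal components of the log2 intensities of 18193 genes, 1 point per array with its replicate number. The 3 HF arrays have the highest 3' minus 5' values, from 1.08 to 1.40.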

Briefly, the results showed that the three types of coffee suppressed the weight gain and fat accumulation induced by a high-fat diet, and the amount of triacylglycerol in the liver of all coffee groups showed significant decreases. Furthermore, decreased hepatic expression of the genes for proteins that play pivotal roles in hepatic steatosis were revealed by DNA microarray. 

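Of 14 measured genes of fatty acid uptake and fat storage that are known targets of the nuclear receptor PPARg, 6 rose in the liver of HF mice against ND mice. Against HF mice, 1, 3 and 4 of the 14 fell in the HFCC, HFDC and HFGC groups, and the list as a whole lost its camera call with an estimated correlation. Plin4, a coat protein of lipid droplets, had a log2 intensity of 7.03 ± 0.35 (SD, n = 3) in the ND group and 8.87 ± 0.27 in the HF group. It was 7.56 ± 0.07 in the HFCC group, 7.33 ± 0.04 in the HFDC group and 7.37 ± 0.30 in the HFGC group. Plin4 rose by 1.84 on the log2 scale in the HF group (standard error 0.17, adjusted p = 6.0e-05 from limma) and fell by 1.45 in the coffee groups together (standard error 0.14, adjusted p = 0.00024). Cd36, a fatty acid transporter, rose by 1.36 in the HF group (standard error 0.21, adjusted p = 0.0023) and fell by 0.71 in the coffee groups together (standard error 0.17, adjusted p = 0.021). Mogat1, which makes diacylglycerol from monoacylglycerol, rose by 0.85 and fell by 0.67 in the same comparisons (adjusted p = 0.0054 and 0.011 from limma). By group, Cd36 was at 10.19 ± 0.18 in the HF group and 9.89 ± 0.44 in the HFCC group, where it was not called. It fell by 0.91 in the HFDC group and 0.93 in the HFGC group (adjusted p = 0.031 and 0.034 from limma). These 2 calls are lost without HF replicate 2 or 3 or any 1 of that group's arrays. Pparg itself rose by 0.88 in the HF group (adjusted p = 0.0036). Its log2 fold change in the coffee groups together was -0.30, which did not pass the test (adjusted p = 0.15). Cidec, a protein that fuses lipid droplets, had a log2 fold change of -0.68 in the HF group (adjusted p = 0.14) and fell by 0.83 in the coffee groups together (adjusted p = 0.041). This call is lost in 8 of the 15 fits that leave out 1 array, among them those without each HF array (adjusted p from 0.051 to 0.22).
Of 14 measured genes of this list, 6 rose in the HF group and none fell over all genes tested (8 higher and 2 lower adjusted over the list alone). Their mean log2 difference between HF and ND was 0.58 (95% interval 0.39 to 0.77, camera adjusted p = 0.00051), with an adjusted p = 0.43 with an estimated correlation. Against the HF group, 1 gene of the list fell in the HFCC group, 3 fell in the HFDC group and 4 fell in the HFGC group, and none rose (6, 5 and 10 lower adjusted over the list alone). The mean log2 difference was -0.47 (95% interval -0.66 to -0.28), -0.48 (-0.67 to -0.28) and -0.58 (-0.78 to -0.39) in these groups, with camera adjusted p = 3.1e-05, 0.00014 and 1.1e-06. With an estimated correlation, the adjusted p was 0.23, 0.33 and 0.082. The difference between any pair of coffee groups did not pass for this list, with mean log2 differences from -0.11 to -0.0061.
With the 3' minus 5' value as a covariate, the mean was 0.52 (95% interval 0.22 to 0.83) in the HF group and -0.42, -0.43 and -0.52 in the HFCC, HFDC and HFGC groups, and 1 gene, Plin4, was called in the HF group and none by limma with coffee (6, 5 and 6 at an unadjusted p under 0.05). Without HF replicate 2, 6 genes rose in the HF group and 0, 1 and 1 fell with the 3 coffees, and without HF replicate 3 these counts were 5, 1, 1 and 1, so that Cd36 and Mogat1 no longer passed in the coffee groups together (adjusted p from 0.078 to 0.13 without either array).

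**Figure D2:**
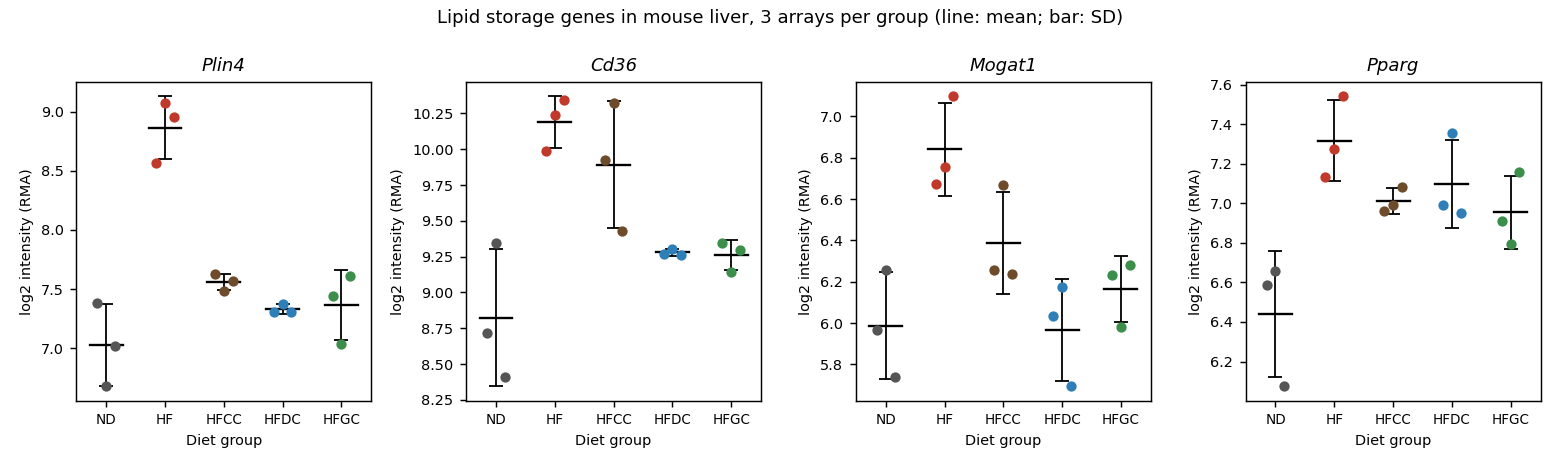
Log2 intensity of Plin4, Cd36, Mogat1 and Pparg by group, with 3 mice per group (points), their mean (line) and SD (bar). Plin4 lies at 8.87 ± 0.27 in the HF group and between 7.03 and 7.56 on average in the other groups.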

All microarray data have been submitted to Gene Expression Omnibus (accession number GSE53131).

### TCA cycle-related proteins were up-regulated in the coffee groups

To broadly identify proteins whose levels were significantly affected by the intake of coffee, we performed two-dimensional electrophoresis (2DE) differential analyses of mouse livers of the HF group and coffee groups. We detected the proteome maps in 2DE gels by Flamingo gel staining dye (Fig. 1A). The detected spots were quantitatively analyzed with PDQuest software, and statistical comparisons were made by Student's t-test (*p*<0.05, n = 3).

**Figure 1:**
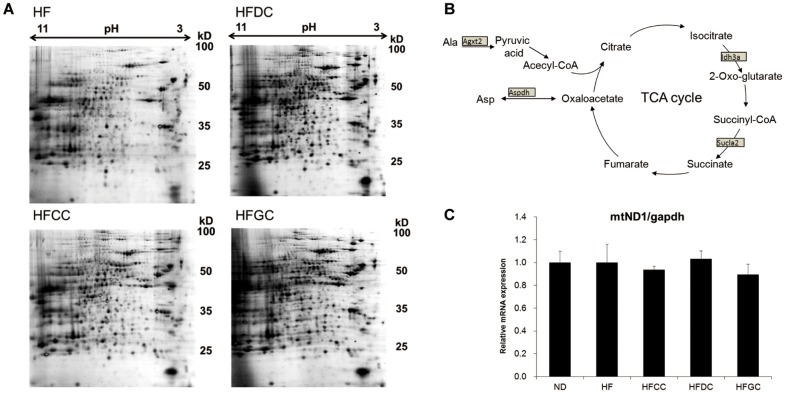
Proteomics revealing the up-regulation of TCA cycle-related proteins in the coffee groups. (**A**) Representative 2DE images obtained from livers of each groups. 2DE was performed using dry strips with a pH range of 3–11 for the first dimension and SDS-PAGE for the second dimension using 450 µg of protein extract. The gels were then stained using Flamingo gel staining dye. Calibration of molecular weight and pI was performed using PDQuest software. (**B**) Changes in TCA cycle-related proteins are shown in the boxes.

Among the differentially expressed spots in 2DE, the numbers of identified proteins whose expression was affected by the intake of each type of coffee are shown in Table S2. Successfully identified proteins in the HFCC (high-fat diet with caffeinated coffee), HFDC (high-fat diet with decaffeinated coffee) and HFGC (high-fat diet with green unroasted coffee) groups as well as the HF (high-fat diet) group are listed in Tables 1–3. In the HFCC group, alterations in several proteins related to glucose metabolism were observed compared to the HF group, including the up-regulation of glycine N-methyltransferase, isoform CRA_a (GNMT) and the down-regulations of fructose-1,6-bisphosphatase 1 (FBP1) and regucalcin (Table 1). The consumption of DC (decaffeinated coffee) influenced many TCA cycle-related proteins, including alanine-glyoxylate aminotransferase 2, isoform CRA_b, L-aspartate dehydrogenase, and isocitrate dehydrogenase 3 alpha, isoform CRA_d, which is a rate-limiting enzyme of the TCA cycle (Table 2). The protein alteration in one of the rate-limiting enzymes in TCA cycle was found in HFDC group, but the similar tendency of increment in isocitrate dehydrogenase 3 alpha was observed in HFCC and HFGC group.

**Table 1:** List of identified proteins differentially expressed in livers of the HFCC group.

NCBI gi	Identified protein	Exp. pI^1^	Exp. Mr^2^	Theo. Mr ^3^	HFCC vs. HF
gi | 148703895	esterase D/formylglutathione hydrolase, isoform CRA_a	7.8	29.8	30261	Up
gi | 148691587	glycine N-methyltransferase, isoform CRA_a	7.8	31.1	29077	Up
gi | 6754212	heme oxygenase 1	7.5	24.3	32965	Up
gi | 21312002	putative L-aspartate dehydrogenase	7.6	27.9	30479	Up
gi | 123258683	pericentrin 1	6.8	34	32514	Up
gi | 9506589	fructose-1,6-bisphosphatase 1	6.8	35.2	37311	Down
gi | 309265190	alpha-enolase-like isoform 11	6.6	46.4	47640	Up
gi | 6677739	regucalcin	4.5	31	33899	Down
gi | 50510617	eukaryotic translation initiation factor 5B	9.2	29.5	37847	Up

HFCC: high-fat caffeinated coffee diet; HF: high-fat diet. Up: The protein abundance was increased by coffee compared to the HF group, Down: The protein abundance was decreased by coffee compared to the HF group. ^1^Experimental value of pI. ^2^Experimental value of molecular mass (kDa). ^3^Theoretical value of molecular mass (Da).

**Table 2:** List of identified proteins differentially expressed in livers of HFDC group.

NCBI gi	Identified protein	Exp. pI^1^	Exp. Mr^2^	Theo. Mr^3^	HFDC vs. HF
gi | 148703895	esterase D/formylglutathione hydrolase, isoform CRA_a	7.8	29.8	30261	Up
gi | 6754212	heme oxygenase 1	7.5	24.3	32965	Up
gi | 21312002	putative L-aspartate dehydrogenase	7.6	27.9	30479	Up
gi | 50510617	eukaryotic translation initiation factor 5B	9.2	29.5	37847	Down
gi | 148671356	alanine-glyoxylate aminotransferase 2, isoform CRA_b	8.1	21.7	23538	Up
gi | 309265176	alpha-enolase-like isoform 7	7.3	47.1	47931	Down
gi | 148708069	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex 10, isoform CRA_f	6.9	39.6	40863	Up
gi | 8393866	ornithine aminotransferase, mitochondrial precursor	6.2	44.4	48723	Up
gi | 200952	Selenium-binding liver protein	6.2	52.9	52889	Down
gi | 20071222	NADH dehydrogenase (ubiquinone) Fe-S protein 3	5.7	25.1	30358	Up
gi | 6679299	prohibitin	5.7	25.9	29859	Up
gi | 148705362	ketohexokinase, isoform CRA_c	5.6	28.8	27997	Up
gi | 148693874	isocitrate dehydrogenase 3 alpha, isoform CRA_d	5.6	37.1	39752	Up

See the Table 1 legend. HFDC: high-fat decaffeinated coffee diet.

**Table 3:** List of identified proteins differentially expressed in livers of HFGC group.

NCBI gi	Identified protein	Exp. pI^1^	Exp. Mr^2^	Theo. Mr^3^	HFGC vs HF
gi | 148703895	esterase D/formylglutathione hydrolase, isoform CRA_a	7.8	29.8	30261	Up
gi | 21312002	putative L-aspartate dehydrogenase	7.6	27.9	30479	Up
gi | 123258683	pericentrin 1	6.8	34	32514	Up
gi | 50510617	eukaryotic translation initiation factor 5B	9.2	29.5	37847	Down
gi | 148671356	alanine-glyoxylate aminotransferase 2, isoform CRA_b	8.1	21.7	23538	Up
gi | 309265176	alpha-enolase-like isoform 7	7.3	47.1	47931	Down
gi | 148708069	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex 10, isoform CRA_f	6.9	39.6	40863	Up
gi | 6679299	prohibitin	5.7	25.9	29859	Up
gi | 148705362	ketohexokinase, isoform CRA_c	5.6	28.8	27997	Up
gi | 3766201	ATP-specific succinyl-CoA synthetase beta subunit	5.5	42.2	46557	Up
gi | 26330031	unnamed protein product	7.3	40.7	44613	Up

See the Table 1 legend. HFGC: high-fat green unroasted caffeinated coffee diet.

Proteins related to the electron transport system, NADH dehydrogenase (ubiquinone) 1 alpha subcomplex 10, isoform CRA_f and NADH dehydrogenase (ubiquinone) Fe-S protein 3 were also up-regulated in the HFDC group compared to the HF group (Table 2). The consumption of GC (green unroasted coffee) caused the same changes in L-aspartate dehydrogenase and alanine-glyoxylate aminotransferase 2 as DC did, and it resulted in the up-regulation of a subunit of another TCA cycle enzyme, ATP-specific succinyl-CoA synthetase beta subunit (Table 3). The relationship among these changes in TCA cycle-related proteins is shown in Figure 1B.

Since mitochondrial proteins including TCA cycle-related proteins were up-regulated in the livers of the coffee-consuming mice, we measured the expression levels of mitochondrial DNA by quantitative real-time PCR, which give an indication of the number of mitochondria. The results showed no significant differences among the diet groups (Fig. 1C).

### Metabolome analysis revealed alterations in the urea cycle

We performed a metabolome analysis to explore the hepatic metabolic alterations underlying the effects of coffee consumption. Among the peaks obtained from the CE-TOF MS analysis, 287 peaks were identified according to the value of m/z and MT from metabolite database. Of these metabolites, 165 peaks were detected by cationic mode and 122 peaks were detected by anionic mode. The numbers of identified metabolites whose expression was affected by the intake of different types of coffee are shown in Table S3.

A PCA (principal component analysis) was performed using all peaks in order to grasp the rough picture of the impact of each diet on the metabolome (Fig. 2A). The results revealed that principle component 1 tended to distinguish the ND (normal diet) group and the high-fat diet groups, including the HF group and coffee groups. Principle component 2 tended to separate the HF group and coffee groups. The coffee groups — especially the green coffee group — were separated from the HF group.

**Figure 2:**
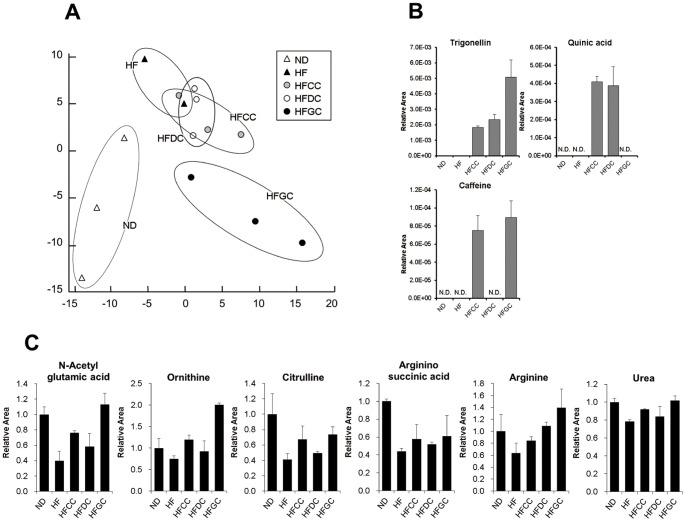
Metabolome analysis revealing the alterations in the urea cycle. (**A**) PCA (principal component analysis) of metabolomics datasets of the livers in each group. The PCA analysis was performed with the detected peaks by using SampleStat ver.3.14. (**B**) Relative peak areas of coffee-derived metabolites. Mean values with their standard errors of the relative peak areas of these metabolites are shown. (**C**) Relative peak areas of urea cycle-related metabolites. Mean values with their standard errors of the relative peak areas of these metabolites are shown.

Among the identified metabolites, caffeine, trigonelline and quinic acid derive from coffee powder. The relative peak areas of these metabolites are shown in Figure 2B. Caffeine was detected only in the livers of the mice in the HFCC and HFGC groups. Trigonelline was detected in all coffee groups, among which the HFGC group had a higher content than the other coffee groups. Quinic acid was detected only in the HFCC and HFDC groups.

Since the principle component 2 separated the HF group and the coffee groups in the PCA, we focused on the metabolites related to the second component, and we found that several metabolites related to the urea cycle were consistently affected by HF and coffee. The relative peak areas of these metabolites are shown in Figure 2C. N-acetylglutamate (N-AcGlu), which is a positive regulator of the urea cycle, was decreased by the high-fat diet but increased by GC mice compared to the HF group. Similar changes were found in the abundance of ornithine, citruline, argininosuccinate (ArgSuccinate), and arginine, which are the intermediates of the urea cycle, and the final product, urea.

### Integrated analysis revealed the overview of metabolic status induced by coffee intake

When previous transcriptomic data and metabolome data were uploaded together and visualized in the KEGG (Kyoto Encyclopedia of Genes and Genomes, http://www.genome.jp/kegg/) pathway, the alterations within and around the urea cycle were found to be highly consistent between transcripts and metabolites (Fig. 3A). From these results, it is apparent that the expressions of the genes related to the urea cycle were down-regulated by the high-fat diet and up-regulated by coffee consumption, although we had not paid much attention to these changes when highly represented gene groups were sorted out by using an interpretative phenomenological analysis (IPA). 

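Of 9 measured genes of the urea cycle and its mitochondrial carriers, 3 were lower in the HF group than in the ND group. Slc25a13, the mitochondrial carrier that exports aspartate for the cycle, fell by 0.61 on the log2 scale (standard error 0.15, adjusted p = 0.016 from limma), from 11.63 ± 0.13 (SD, n = 3) in the ND group to 11.02 ± 0.38 in the HF group. Cps1, the carbamoyl phosphate synthetase that brings ammonia into the cycle, had a log2 fold change of -0.31 (adjusted p = 0.084) and passed only when adjusted over the list alone, which gave 4 lower and none higher. Otc, the ornithine transcarbamylase, was at -0.01 (adjusted p = 0.95). The mean log2 difference of the list between HF and ND was -0.25 (95% interval -0.49 to -0.02, camera adjusted p = 0.015), with an adjusted p = 0.97 with an estimated correlation. Of the 9 genes, 8 lay below 0.
In the HFGC group, the one drawn in Fig. 3A, no gene of the list passed limma's test against the HF group over all genes (3 at an unadjusted p under 0.05), and 1 was higher adjusted over the list alone. The log2 fold changes were 0.50 for Slc25a13 (standard error 0.15, adjusted p = 0.073) and 0.29 for Cps1 (standard error 0.12, adjusted p = 0.17). Asl, the argininosuccinate lyase, had 0.37 (standard error 0.21, adjusted p = 0.33) with a wide spread, 12.32 ± 0.48 (SD, n = 3). In the coffee groups together, Slc25a13 rose by 0.51 (standard error 0.12, adjusted p = 0.019). The mean log2 difference of the list was 0.18 in the HFGC group (95% interval -0.06 to 0.41, camera adjusted p = 0.14) and 0.12 in the coffee groups together (95% interval -0.07 to 0.31, camera adjusted p = 0.27). Ass1, the argininosuccinate synthetase, had a log2 fold change of 0.31 between HF and ND (standard error 0.31, adjusted p = 0.54), measured on a dim probe set, since a brighter one shared with another gene was left out. Of 20 measured genes around the cycle, in the metabolism of arginine and glutamate, 4 rose and 2 fell in the HF group (camera adjusted p = 0.28).
With the 3' minus 5' value as a covariate, the mean of the urea cycle list was -0.0047 (95% interval -0.27 to 0.26) between HF and ND and -0.11 (95% interval -0.40 to 0.18) in the HFGC group, where Slc25a13 was then at -0.05. By limma 1 gene of the list was lower between HF and ND without HF replicate 2, 2 without ND replicate 2 and 0 with the covariate (3 at an unadjusted p under 0.05). Without HF replicate 2, the mean between HF and ND was -0.17 (camera adjusted p = 0.058), and Slc25a13 did not pass there (adjusted p = 0.066, and 0.056 without ND replicate 2) or in the coffee groups together (adjusted p = 0.16, and 0.078 without HF replicate 3).
From the transcripts and metabolites drawn together on the pathway map of Fig. 3A, the paper concludes that the expression of urea cycle genes was lowered by the high-fat diet and raised by coffee. It also reports qPCR of urea cycle genes (Fig. 3B), which it describes as matching its array data. Those qPCR values were not analysed here.

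**Figure D3:**
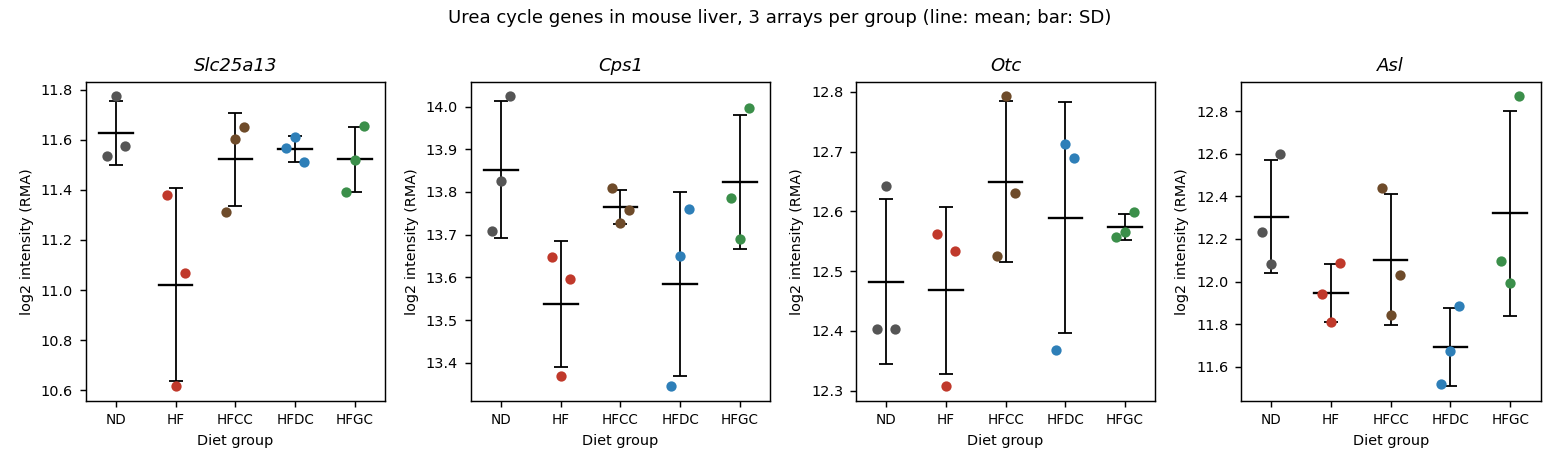
Log2 intensity of Slc25a13, Cps1, Otc and Asl by group, with 3 mice per group (points), their mean (line) and SD (bar). Slc25a13 lies at 11.63 ± 0.13 in the ND group and 11.02 ± 0.38 in the HF group, and at 11.52 ± 0.13 in the HFGC group.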

The data shown in Figure 3A are the representative data of the HFGC group, and the HFCC and HFDC mice showed similar alterations (data not shown). 

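Against HF mice, the 9 measured urea cycle genes had a mean log2 difference of 0.20 in HFCC mice, which passed only with the preset correlation between genes. Of the 9 genes, 8 lay above 0 in HFCC mice and 7 in HFGC mice. In HFDC mice the mean was -0.0063 with 5 of the 9 genes above 0, and Ass1, measured on a dim probe set, had the lowest value of the list. Slc25a13 had a log2 fold change against the HF group of 0.50 in the HFCC group (adjusted p = 0.083 from limma) and rose by 0.54 in the HFDC group (standard error 0.15, adjusted p = 0.049), a call that is lost without any 1 of 14 of the 15 arrays (adjusted p from 0.0515 to 0.193). Asl was at 0.16 in the HFCC group and -0.25 in the HFDC group, and Ass1 at 0.32 and -0.57, none of which passed. The mean log2 difference of the 9 genes was 0.20 in the HFCC group (95% interval -0.03 to 0.44, camera adjusted p = 0.030), with no gene called by limma over all genes (2 at an unadjusted p under 0.05) and 2 higher adjusted over the list alone, and an adjusted p = 0.92 with an estimated correlation. In the HFDC group it was -0.0063 (95% interval -0.24 to 0.23, camera adjusted p = 0.86), with a median of 0.05 and 1 gene higher both over all genes and adjusted over the list alone.
Tested as a difference of its own, the list was lower in the HFDC group than in the HFCC group by a mean log2 difference of -0.21 (95% interval -0.44 to 0.02, camera adjusted p = 0.0067), with an adjusted p = 0.42 with an estimated correlation. The HFGC group differed from the HFDC group by 0.18 (95% interval -0.05 to 0.42, camera adjusted p = 0.032), with an adjusted p = 0.44 with an estimated correlation, and from the HFCC group by -0.03 (95% interval -0.26 to 0.21, camera adjusted p = 0.71). No urea cycle gene passed limma's test between any pair of coffee groups.
Over all genes, 47 were called higher and 159 lower in both the HFCC and HFGC groups against the HF group, where independent lists would share 0.539 and 5.30. The HFCC and HFDC groups shared 26 higher and 137 lower calls (0.906 and 8.48 for independent lists), and the HFDC and HFGC groups 62 and 230 (1.87 and 15.6). No gene was called in opposite directions in any of these pairs. These comparisons share the 3 HF arrays, which are too few to be split, and part of the excess may come from them. The covariance of the log2 fold changes was 0.029, 0.023 and 0.027 for these pairs, against medians of 0.0068, 0.0065 and 0.0066 in 100 simulations of unchanged groups with shared HF arrays. Between the coffee groups themselves, limma called 0 genes for HFGC against HFCC (464 at an unadjusted p under 0.05), 7 for HFGC against HFDC (1226) and 17 for HFDC against HFCC (1450). These counts ranged over 0 to 22 and 2 to 40 for the latter pairs when 1 array was left out.
Pnpla7, a lysophospholipase, was higher by 0.91 in the HFDC group than in the HFCC group (standard error 0.10, adjusted p = 0.0031). Kctd7, a potassium channel domain protein, was lower there, with a log2 fold change of -0.84 (standard error 0.11, adjusted p = 0.0099). Both calls were kept without each array in turn and lost with the groups compared alone (adjusted p = 0.068 and 0.070). Kctd7 was at -0.47 (adjusted p = 0.068) with probe sets averaged per gene.
With the 3' minus 5' value as a covariate, the mean of the urea cycle list was -0.0093 in the HFCC group, where Ass1 was at -0.26, and -0.22 in the HFDC group. Asl was at -0.010 in the HFCC group without HFCC replicate 1. Without HF replicate 2 the mean in the HFCC group was 0.12 (camera adjusted p = 0.21), and the camera test was also lost without HF replicate 1 or HFCC replicate 1 (adjusted p = 0.053 and 0.052).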

The mRNA expression changes were validated by quantitative real-time PCR (Fig. 3B), which was consistent with the microarray data.

**Figure 3:**
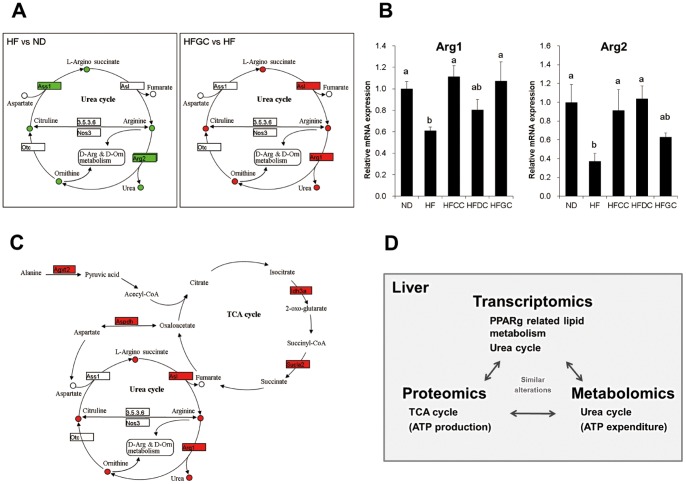
Integrated analysis of transcriptomics, metabolomics and proteomics. (**A**) Transcriptome and metabolome data were mapped onto KEGG (Kyoto Encyclopedia of Genes and Genomes, http://www.genome.jp/kegg/) pathways on the web. (**B**) Effects of coffee on the mRNA expression of urea cycle genes analyzed by qPCR. The total RNA samples obtained from mice fed a high-fat diet with or without coffee were subjected to qPCR. Mean values with their standard errors of relative mRNA expression are shown. Mean values with asterisks are significantly different compared to the HF group by the Tukey-Kramer test (*p<0.05, **p<0.01). (**C**) “Whole picture” of the metabolic alterations in the TCA cycle and the urea cycle. The relationship among these changes in the TCA cycle- and urea cycle-relevant molecules is shown. (**D**) Summary of the findings from the present study.

The overview of metabolic changes caused by coffee consumption is shown in Figure 3C, based on the relationship among urea cycle-related alterations shown by metabolomics and transcriptomics, and the TCA cycle-related alterations obtained by proteomics.

## Discussion

Nowadays coffee is of rising interest to scientists as a food with broad-ranging functionalities, and it is well known that the chronic intake of coffee could reduce the risk of obesity and diabetes [10]. Recently it has been reported that pure chlorogenic acids and pure caffeine are the compounds which have the anti-obesity and anti-diabetic effect [18], [19], although there are a large variety compounds in coffee probably in bioactive concentrations. The result of the present study suggests that caffeine is neither necessary nor sufficient to induce lower body weight, decrease adipose depots, and decrease hepatic lipids, since decaffeinated coffee with low caffeine concentrations also had great effect similarly to caffeinated coffee. On the other hand, approximately 0.42% of chlorogenic acids in HFGC group had similar effects to the previously reported study, in which 0.5% of pure chlorogenic acids had anti-obesity effect on C57BL/6J mice. It was suggested that there are certain contribution of chlorogenic acids to the effect of coffee.

The present study was conducted to reveal the fundamental metabolic alterations related to the beneficial effects of coffee through comprehensive analytical technologies. Hepatic fat accumulation, which is one of the important upstream events of type 2 diabetes, was suppressed by the intake of coffee in C57BL/6J mice fed a high-fat diet [2]. In order to also explore the changes in adipose tissue, the mRNA expression levels of some genes relating to lipid metabolism, including *FAS*, *SCD1*, *ACC1*, *ACC2*, *SREBP1c*, were measured using total RNA extracted from the white adipose tissue sample. Inconsistent with the results in previously reported studies [1], [18], there were no alterations in the mRNA expression levels of these genes in adipose tissue (data not shown). It is well known that hepatic TG accumulation induced by high-fat diet causes VLDL release from liver, and fatty acids are taken up by adipose tissue via the action of lipoprotein lipase. Although remarkable mRNA expression changes in adipose tissue were not observed in the previous study, it is considered that the remarkable metabolic alterations in the livers must have certain effects on adipose tissue. In the present study, the liver tissue was first analyzed considering the fact that liver functions and hepatic lipid composition are strongly affected by food factors, and also liver steatosis and adipose tissue disorder are deeply related.

In proteomics using two-dimensional electrophoresis combined with MALDI-TOF mass spectrometry, we focused on proteins that exhibited significant changes, although the numbers of identified proteins were limited in the present proteome analysis (Tables 1–3). Our results indicate that the expressions of many identified proteins involved in the TCA cycle were increased by the intake of coffee. Thus, it can be considered that the production of ATP via the TCA cycle was enhanced by the intake of coffee. L-aspartate dehydrogenase, which was increased in all coffee groups compared to the HF group (Tables 1–3), is an enzyme that catalyzes the conversion of aspartate to oxaloacetate. The deamination of aspartate results in oxaloacetate, an intermediate of the TCA cycle (Fig. 1B). Alanine-glyoxylate aminotransferase 2, isoform CRA_b, increased in the HFDC and HFGC groups, is a transferase that catalyzes alanine and glyoxylate to produce pyruvate and glycine. The protein abundance of isocitrate dehydrogenase 3 alpha is known as one of the rate-limiting enzymes of the TCA cycle. NADH dehydrogenase (ubiquinone) 1 alpha subcomplex 10, isoform CRA_f and NADH dehydrogenase (ubiquinone) Fe-S protein 3 (Table 2) are the proteins known to catalyze the reaction of electron transport from NADH to ubiquinone. The up-regulation of these proteins suggested that the consumption of NADH produced in the TCA cycle were increased through the intake of coffee. These results suggested that coffee consumption enhanced energy production. The rate of TCA cycle turnover, which is related to important energy metabolism, has been reported to be reduced in the liver of mice fed high-fat diet [15], and the present study revealed the preventive effect of coffee on it, which might play a pivotal role in the effect of coffee intake on energy metabolism.

However, although many proteins related to mitochondrial proteins were up-regulated, there were no significant differences in the number of mitochondria (Fig. 1C). It therefore appears that the intake of coffee had an influence on the alterations in mitochondrial proteins without affecting the number of mitochondria. On the other hand, no significant alterations in the mRNA levels of TCA cycle-related genes (data not shown) were found in the transcriptome data. These observations exemplify the importance of combining analyses at the levels of proteins and transcripts.

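Genes of the TCA cycle changed in both directions. Of 17 measured genes, 3 rose and 3 fell in the HF group (3 higher and 4 lower adjusted over the list alone). Sdhc and Sdha, subunits of succinate dehydrogenase, rose by 0.37 on the log2 scale (standard error 0.07, adjusted p = 0.0052 from limma) and 0.35 (adjusted p = 0.0072). Idh2, the NADP-dependent isocitrate dehydrogenase, rose by 0.29 (adjusted p = 0.030). Sdhd, another subunit of succinate dehydrogenase, fell by 0.51 (standard error 0.08, adjusted p = 0.0022), Dld, a component shared by 2-oxoacid dehydrogenases, fell by 0.44 (adjusted p = 0.030), and Fh1, the fumarase, fell by 0.34 (adjusted p = 0.023). The calls of Dld and Fh1 are lost without ND replicate 1 or 2 or HF replicate 2 or 3. That of Idh2 is lost without ND replicate 3 or HF replicate 3. With probe sets averaged per gene the calls of Sdhc, Sdha and Dld are lost. With the groups compared alone all of these calls are lost except that of Sdhd.
Against the HF group, Ogdh, the first subunit of 2-oxoglutarate dehydrogenase, fell in each coffee group, with log2 fold changes of -0.56, -0.57 and -0.48 in the HFCC, HFDC and HFGC groups (standard error 0.10, adjusted p = 0.033, 0.022 and 0.033 from limma). It was the only gene of the list to pass in the HFCC and HFGC groups (2 higher and 3 lower in each adjusted over the list alone), and Sdhc fell as well in the HFDC group, by 0.30 (adjusted p = 0.031), with 1 higher and 6 lower adjusted over the list alone. In the coffee groups together, Dld rose by 0.41 and Sdhd by 0.23, and Ogdh, Sdhc, Cs and Mdh2 fell, by 0.54, 0.24, 0.24 and 0.21 (2 higher and 6 lower adjusted over the list alone). The calls of Sdhd, Cs and Mdh2 there are lost in 7, 8 and 8 of the 15 fits that leave out 1 array (adjusted p up to 0.25, 0.15 and 0.20). Cs is the citrate synthase and Mdh2 the mitochondrial malate dehydrogenase. Idh3a, a subunit of the NAD-dependent isocitrate dehydrogenase, had a log2 fold change of -0.51 between HF and ND (adjusted p = 0.084, and 0.0062 without HF replicate 1) and 0.36 in the HFDC group (adjusted p = 0.28), which was 0.61 without HF replicate 1 (adjusted p = 0.026) and -0.00108 when probe sets were averaged per gene.
As a whole the list did not pass in any of these comparisons. Its mean log2 difference was -0.000635 between HF and ND (95% interval -0.08 to 0.08, camera adjusted p = 0.80), where the median of 0.09 and the direction of camera's test were positive, and -0.04 in the coffee groups together (95% interval -0.10 to 0.02, camera adjusted p = 0.41), with camera adjusted p = 0.90, 0.090 and 0.72 in the HFCC, HFDC and HFGC groups. Of 12 genes that feed or drain the cycle, 2 rose and 1 fell in the HF group (camera adjusted p = 0.95), and none rose and 1 fell in the coffee groups together (camera adjusted p = 0.62).
Ogdh did not pass in the HFCC or HFGC group without any 1 of that group's arrays, or in the HFDC group without HFDC replicate 2 or 3. No TCA cycle gene passed limma's test against the HF group in any coffee comparison without HF replicate 2 or without HF replicate 3 (5 to 8 at an unadjusted p under 0.05), and between HF and ND 3 rose and 1 fell without the former and 2 rose and 1 fell without the latter. Limma with the 3' minus 5' value as a covariate called none in any of these comparisons (1 to 8 at an unadjusted p under 0.05), and with cyclic loess 0 genes passed in the HFGC group (6 at an unadjusted p under 0.05).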

From the results of principle component analysis in the metabolomics through CE-TOF MS (Fig. 2A), we observed that the high-fat diet had a significant influence on the metabolite profiles of the mouse livers, since the ND group and HF group were clearly distinguishable. The intake of coffee also had a strong influence on the hepatic metabolite profiles, especially the green unroasted coffee. The relative peak areas of the coffee-derived metabolites in Figure 2B showed the reliability of this metabolome analysis, since the results were consistent with those expected from the difference of ingredients.

Urea production is reported to be decreased due to dysfunction of liver enzymes in diet-induced obese animals [11], and urea cycle-related metabolites were significantly affected by the consumption of the high-fat diet and coffee (Fig. 2C). These alterations in metabolites include arginine, ornithine, citruline, and urea. N-AcGlu, a positive regulator of the urea cycle, also showed similar changes. The similar tendency of increment in N-acetylglutamate and other metabolites in urea cycle were observed (Fig. 2C). Since HFGC group showed the largest increases in their abundance, these changes is likely to be attributable to coffee polyphenol. These data, highly consistent with the transcriptomic data (Fig. 3A), are suggesting that the depressed urea cycle in the HF diet groups was enhanced by coffee consumption. An acceleration of energy expenditure is thought to have occurred in all of the coffee groups.

The TCA cycle and the urea cycle are directly connected as they mutually provide the other's intermediates [12]. Therefore, the up-regulation of both the TCA cycle and the urea cycle in this study resulted in increased ATP turnover, which may be related to the alterations of lipid metabolism (Fig. 3C). The mechanism may play an important part in the suppressive effects of coffee consumption on obesity, and eventually diabetes. These global metabolic alterations in the TCA cycle and the urea cycle induced by coffee intake provided significant insights into the association of coffee intake and enhanced energy consumption, and they may contribute to a reduction in the risk of obesity which may ultimately lead to the prevention of type 2 diabetes. It also demonstrated the benefits of combined omics approaches in food and nutrition science.

Although the alterations in lipid metabolism related molecules were revealed in the experiment of DNA microarray, the changes were not observed in protein level or metabolite level. 

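Of the lists of lipid storage, cholesterol, fatty acid synthesis and fatty acid oxidation, the cholesterol list had the most called genes in HF mice. Of 20 measured genes, 17 rose in the HF group and none fell (17 higher adjusted over the list alone as well). Msmo1, a sterol oxidase, rose by 3.05 on the log2 scale (standard error 0.45, adjusted p = 0.0018 from limma), Sqle, the squalene epoxidase, by 2.80 (standard error 0.64, adjusted p = 0.012), and Fdps, the farnesyl diphosphate synthase, by 2.53 (standard error 0.40, adjusted p = 0.0026). The mean log2 difference of the list was 1.44 (95% interval 0.74 to 2.14, camera adjusted p = 1.0e-12), with an adjusted p = 0.88 with an estimated correlation.
With coffee the mean of the list lay above that of HF mice in HFCC and HFGC mice and below it in HFDC mice, where no single gene passed over all genes. Fdps was at 6.87 ± 0.16 (SD, n = 3) in the ND group, 9.40 ± 0.17 in the HF group, 10.75 ± 0.59 in the HFCC group, 8.41 ± 1.03 in the HFDC group and 10.43 ± 0.59 in the HFGC group. In the HFCC group 2 genes of the list rose against the HF group (9 adjusted over the list alone), and in the HFGC group 1 rose (4 adjusted over the list alone). In the HFDC group limma called none over all genes (14 at an unadjusted p under 0.05), and 13 were lower adjusted over the list alone. The mean log2 differences were 0.72 (95% interval 0.02 to 1.42), 0.43 (-0.27 to 1.13) and -0.68 (-1.38 to 0.02) in the HFCC, HFGC and HFDC groups. Their camera adjusted p was 3.0e-09, 0.0034 and 2.0e-05, and 0.77, 0.98 and 0.81 with an estimated correlation. Tested directly, the HFDC group was below the HFCC group by a mean of -1.39 (95% interval -2.09 to -0.69, adjusted p = 0.049 with an estimated correlation). Fdps, Mvd, the mevalonate diphosphate decarboxylase, and Nsdhl, a sterol dehydrogenase, fell there, with log2 fold changes of -2.34, -2.13 and -1.57 (adjusted p = 0.042 for each), and 19 genes were lower adjusted over the list alone. These 3 calls are lost in 10, 10 and 11 of the 15 fits that leave out 1 array (adjusted p up to 0.25, for Fdps without HFCC replicate 1).
Of 22 measured genes of fatty acid and triglyceride synthesis, 1 rose and 2 fell in the HF group. Acss2, the cytosolic acetyl-CoA synthetase, rose by 0.77 (standard error 0.16, adjusted p = 0.0084), while Elovl6, a fatty acid elongase, fell by 0.98 (adjusted p = 0.011) and Lpin1, a phosphatidate phosphatase, fell by 1.08 (adjusted p = 0.031), with 2 higher and 2 lower adjusted over the list alone. The call of Elovl6 is lost without HF replicate 2 or 3 (adjusted p = 0.055 and 0.051) and that of Lpin1 without ND replicate 2, HF replicate 1 or HF replicate 2 (adjusted p from 0.072 to 0.12). None passed limma's test in the HFCC or HFGC group (5 and 4 at an unadjusted p under 0.05, with 0 and 1 lower adjusted over the list alone). In the HFDC group Acss2 fell by 0.81 and the diacylglycerol acyltransferases Dgat1 and Dgat2 fell by 0.43 and 0.34 (adjusted p = 0.025, 0.034 and 0.030), with 4 genes lower adjusted over the list alone. The calls of Dgat1 and Dgat2 are lost without any 1 of the HFDC arrays, and that of Acss2 without HFDC replicate 2 or 3 (adjusted p from 0.052 to 0.11) and with probe sets averaged per gene. The mean of the list was -0.13 between HF and ND (camera adjusted p = 0.80) and -0.28 in the HFDC group (95% interval -0.55 to -0.01, camera adjusted p = 0.0032), with an adjusted p = 0.81 with an estimated correlation. Fasn, the fatty acid synthase, had log2 fold changes of -0.13 between HF and ND (adjusted p = 0.85) and -0.07 in the coffee groups together (adjusted p = 0.92), and Scd1, the stearoyl-CoA desaturase, had -0.41 (adjusted p = 0.28) and -0.35 (adjusted p = 0.29). Both turned above 0 between HF and ND with the 3' minus 5' value as a covariate (0.24 and 0.10), and Fasn did so without ND replicate 1 (0.37).
Of 21 measured genes of fatty acid oxidation, 2 rose and 3 fell in the HF group, over all genes and adjusted over the list alone. Ppara, the nuclear receptor that drives this pathway, rose by 0.92 (standard error 0.13, adjusted p = 0.0016) and Ehhadh, a peroxisomal enzyme of it, fell by 1.14 (standard error 0.20, adjusted p = 0.0041). In the HFCC and HFGC groups 1 gene of the list fell (7 and 4 lower adjusted over the list alone), with a mean log2 difference of -0.24 in each (camera adjusted p = 0.0013 and 0.0049, and 0.92 and 0.98 with an estimated correlation). Of this list 1 gene fell in HFDC mice and Ehhadh rose by 0.79 (adjusted p = 0.040, and from 0.054 to 0.16 in the 6 fits without 1 array that lose this call), with 2 higher and 3 lower adjusted over the list alone and a mean of -0.03 (camera adjusted p = 0.64). Tested directly, the HFDC group lay above the HFCC group by a mean of 0.21 (95% interval -0.10 to 0.52, camera adjusted p = 0.00042), with an adjusted p = 0.42 with an estimated correlation. In the coffee groups together 5 genes fell and none rose (7 lower adjusted over the list alone), with Ppara down by 0.66 (standard error 0.11, adjusted p = 0.0073). The mean of the list was -0.17 there (95% interval -0.42 to 0.09, camera adjusted p = 0.040), with an adjusted p = 0.98 with an estimated correlation.
Without HF replicate 2 and without HF replicate 3, 12 cholesterol genes were called higher in the HF group in each fit. No gene of any of these 3 lists then passed limma's test in the HFCC, HFDC or HFGC group. Limma called 0 fatty acid oxidation genes in the coffee groups together, so that Ppara did not pass, in these fits (6 and 8 at an unadjusted p under 0.05) or with the covariate (1), and 3 lower without HFCC replicate 3. With the 3' minus 5' value as a covariate, the mean of the cholesterol list was 1.16 (95% interval 0.09 to 2.23) between HF and ND, with 0 genes called by limma (14 at an unadjusted p under 0.05). Against the HF group the mean of this list was then 0.96 (95% interval -0.03 to 1.95) in the HFCC group. It was 0.76 (-0.40 to 1.92) in the HFGC group and -0.44 (-1.42 to 0.55) in the HFDC group.

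**Figure D4:**
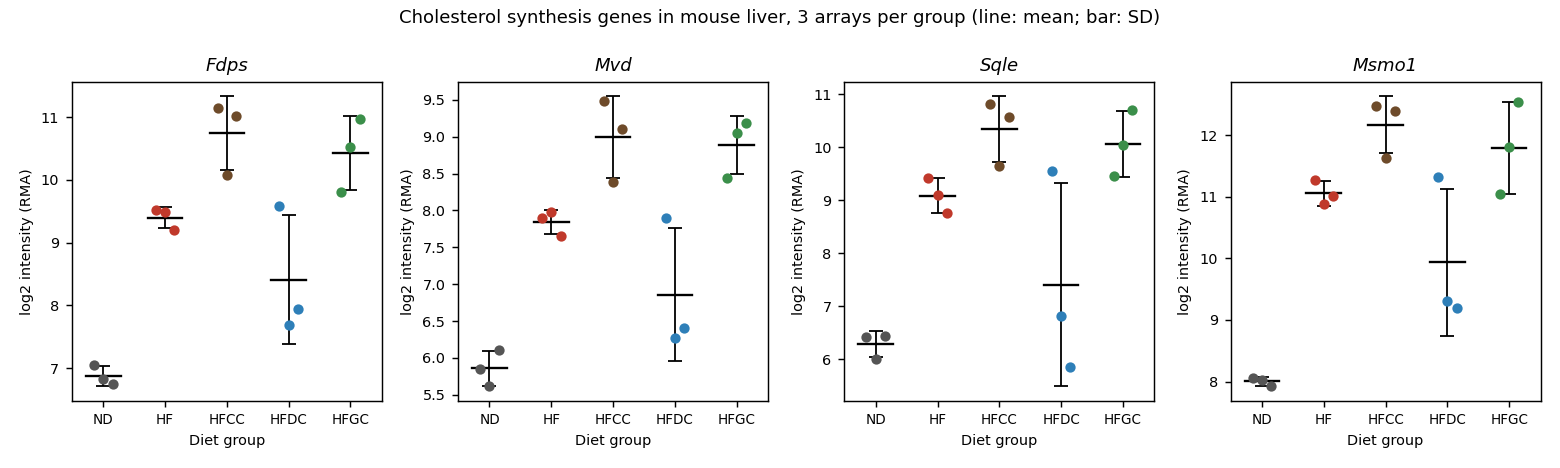
Log2 intensity of Fdps, Mvd, Sqle and Msmo1 by group, with 3 mice per group (points), their mean (line) and SD (bar). Fdps lies at 6.87 ± 0.16 in the ND group and 9.40 ± 0.17 in the HF group, and spreads most in the HFDC group, at 8.41 ± 1.03.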

One of the reasons for this discrepancy is much lower comprehensiveness of proteomics and metabolomics techniques as compared with transcriptomics using DNA microarray. Therefore the number of proteins identified to be differentially changed was not so large compared with that of trancripts. However, the clues from each analysis complemented each other, successfully leading to the crucial findings of the present study Furthermore, the results from different omics analyses do not necessarily consistent partly because the timelines for the alterations of mRNA, protein, and metabolites are different. 

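Of 18193 genes, 2465 were called between HF and ND, 1622 higher and 843 lower in the HF group, and 374 of the calls were at least 1.5-fold. Against the HF group, 298 genes were called in the HFCC group (69 higher, 229 lower), 913 in the HFDC group (239 higher, 674 lower), 563 in the HFGC group (142 higher, 421 lower) and 1868 in the coffee groups together (617 higher, 1251 lower). Of these, 52, 101, 104 and 79 were at least 1.5-fold. The direction of the calls depended on the scaling. With cyclic loess between the arrays, 1224 were higher and 1074 lower in the HF group, 95 and 98 in the HFCC group, 282 and 216 in the HFDC group, 215 and 218 in the HFGC group, and 881 and 782 in the coffee groups together.
The gene with the largest log2 fold change in the HF group was Cyp2b9, a cytochrome P450 that is normally low in the male liver, which rose by 4.68 (standard error 0.81, adjusted p = 0.0034 from limma). Lgals1, a galactose-binding lectin, rose by 2.90 (standard error 0.31, adjusted p = 0.00025), Tpm2, a tropomyosin, by 2.22 (standard error 0.32, adjusted p = 0.0016), and Ces1g, a carboxylesterase, by 2.14 (standard error 0.16, adjusted p = 2.2e-05). Ugt2b38, a glucuronosyltransferase, fell by 1.57 (standard error 0.40, adjusted p = 0.019).
In the coffee groups together, Osbpl3, an oxysterol-binding protein, fell by 1.20 (standard error 0.10, adjusted p = 0.00010), after a log2 fold change of 1.46 in the HF group. It fell by 1.37 in the HFCC group, by 0.79 in the HFDC group (adjusted p = 0.016) and by 1.45 in the HFGC group. The HFDC call is lost without HF replicate 2 or 3 or HFDC replicate 3 (adjusted p from 0.066 to 0.089). Lgals1 fell by 1.56 in the coffee groups together (adjusted p = 0.0073), Gpat3, an acyltransferase of triglyceride synthesis, by 0.96 (adjusted p = 0.011), and Ifrd1, a regulator of transcription, rose by 0.97 (adjusted p = 0.0073). In the HFDC group Ugt2b38 rose by 2.23 (standard error 0.40, adjusted p = 0.022) and Cyp2b9 fell by 2.94 (standard error 0.81, adjusted p = 0.049, and from 0.054 to 0.18 in the 12 fits without 1 array that lose this call).
Of the genes called between HF and ND, 1029 were called the opposite way in the coffee groups together, 751 of them higher and 278 lower in the HF group, and 3 were called the same way. Independent lists would share 112 and 28.6 opposite calls of these kinds. Both comparisons hold the same 3 HF arrays, which are too few to be split, and part of this excess may come from them. The covariance of the log2 fold changes across genes was -0.029, against a median of -0.0064 and a lowest value of -0.019 in 100 simulations of unchanged groups that share the HF arrays. Their correlation was -0.68, against a simulated median of -0.62.
Leaving out HF replicate 2 left 989 calls between HF and ND and 2, 5, 2 and 4 in the HFCC, HFDC and HFGC groups and the coffee groups together. Leaving out HF replicate 3 left 1161 and 8, 3, 2 and 64, and leaving out HF replicate 1 gave 3132 and 1730, 2111, 1860 and 2738. Leaving out replicate 1, 2 or 3 of the coffee group itself left 5, 14 and 6 calls in the HFCC group, 196, 76 and 3 in the HFDC group and 70, 117 and 40 in the HFGC group. Osbpl3 was called in the coffee groups together without each array in turn. The calls of Lgals1 and Gpat3 there are lost without HF replicate 2 or 3 and that of Ifrd1 without HF replicate 2 (adjusted p from 0.0506 to 0.0992). Ugt2b38 did not pass without HF replicate 2 or 3 in either comparison, without ND replicate 1 in the HF group, or without HFDC replicate 2 or 3 in the HFDC group (adjusted p from 0.051 to 0.109). Of the genes tested with the 3' minus 5' value as a covariate, 14 were called between HF and ND, and limma called 0 in the coffee comparisons (1550 to 2268 at an unadjusted p under 0.05).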

The present study showed the potency of the combination of different omics even with limited comprehensiveness. In addition to the insights obtained by transcriptomic analysis, other patterns of regulations have emerged in our study, some of which were unique to proteome data — the TCA cycle, and another common to all — the urea cycle (Fig. 3D). Our integrated approach on the effects of coffee intake using multiple omics techniques is a pioneering study, especially in regard to the effect of food factors. The complete elucidation of the mechanisms of functional foods may prove to be challenging, since the effects of food factors are relatively mild. As such, the integration of multiple layers of information provided by the multi-omics approach will continue to gain importance.

## Materials and Methods

### Animal experiments

We conducted an animal experiment to evaluate the effects of the intake of coffee, as described [2]. Briefly, 7-week-old male C57BL/6J mice purchased from Charles River Laboratories Japan (Yokohama) were divided into the following five groups (n = 8−9). The normal diet group (ND group) was fed D12450B (10 kcal% fat, Research Diets, New Brunswick, NJ, USA). The high-fat diet group (HF group) was fed D12492 (60 kcal% fat, Research Diets, New Brunswick, NJ, USA). The caffeinated coffee group (HFCC group) was fed a high-fat diet containing 2% caffeinated freeze-dried coffee. The decaffeinated coffee group (HFDC group) was fed a high-fat diet containing 2% decaffeinated freeze-dried coffee. The green unroasted coffee group (HFGC group) was fed a high-fat diet containing 2% unroasted caffeinated freeze-dried coffee. The 2% coffee powder is equivalent to approximately 4 cups (2 g coffee powder/140 mL/cup) of coffee per day in humans, which was calculated using a formula for dose translation based on body surface area [16]. This dose was employed since epidemiologic data have noted that 3–4 cups of coffee suppresses the risk of type 2 diabetes [17]. The content of caffeine in caffeinated, decaffeinated, and green unroasted coffee powder are 2.5, 0.1 and 2.5 g/100 g, and the content of total polyphenols are 15, 14, and 21 g/100 g, respectively [2]. The mice had ad libitum access to their diets and drinking water. After 9 weeks, mice were sacrificed and the livers were then excised. All animal experiments were performed in accordance with the guidelines of the Animal Usage Committee of the Faculty of Agriculture of the University of Tokyo, and were verified by the committee (Approval number, P09-374).

### DNA microarray data

The DNA microarray data used in the present study were obtained in our previous study, which was carried out with the Affymetrix GeneChip Mouse Genome 430 2.0 array (Affymetrix, Santa Clara, CA, USA) [2].

### Proteome analysis

We performed the differential proteomic analysis of the mouse livers using two-dimensional electrophoresis (2DE) combined with matrix-assisted laser desorption/ionization-time of flight (MALDI-TOF) mass spectrometry in the same manner as in our previous study [13]. Briefly, 2DE was performed using dry strips with a pH range of 3–11 for the first dimension and sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) for the second dimension using 450 µg of protein extract. The gels were then stained using Flamingo gel staining dye.

The calibration of molecular weight and pI was performed using the PDQuest 2-D analysis software package (Version 8.0.1, Bio-Rad, Hercules, CA). The spots showing significant changes in expression level were manually excised from the 2-DE gels and identified by peptide mass fingerprinting method. Using the MASCOT search program (http://www.matrixscience.com), we matched peptide masses with theoretical peptides of all proteins in the National Center for Biotechnology Information (NCBI) database.

### Metabolome analysis

Frozen mice liver samples (n = 2 in the HF group, n = 3 in the other groups) were transferred into 500 µL of methanol containing 50 µM of external standard. After homogenization by BMS-M10N21 (bms, Tokyo) at 1,500 rpm, 120 s five times, 500 µL of chloroform and 200 µL of ultra-pure water were added to the homogenate and mixed well and centrifuged at 2,300 g for 5 min at 4°C. The resultant water phases were ultrafiltrated by the Millipore Ultrafree-MC PLHCC HMT Centrifugal Filter Device, 5 kDa (Millipore, Billerica, MA). The filtrates were dried and dissolved in 50 µL of ultra-pure water.

We then subjected the samples obtained to capillary electrophoresis time-of-flight mass spectrometry (CE-TOFMS) analysis using the Agilent CE-TOFMS system (Agilent Technologies, Santa Clara, CA) at 4°C. The alignment of detected peaks was performed according to the m/z value and normalized migration time. We performed a principal component analysis (PCA) with the detected peaks using the statistical analysis software SampleStat ver.3.14 (Human Metabolome Technologies Inc., Tsuruoka, Japan), and we performed a hierarchical clustering analysis (HCA) using PeakStat ver.3.18 (Human Metabolome Technologies). The relative area value of each peak was calculated and used for the intergroup comparison. Samples that were obviously characterizing outliers were eliminated from the analysis.

### Quantitative real-time RT-PCR analysis

Total RNA was used for am mRNA analysis by quantitative real-time PCR. Primers were designed using a web application (PRIMER3), and their sequences are shown in Table S1. SYBR Green EX (Takara Bio, Madison, WI) was used on a real-time PCR detection system (Takara Bio). The relative amounts of mRNA were normalized to glyceraldehyde-3-phosphate dehydrogenase (GAPDH) and are expressed as the fold-change value.

### Integrated analysis of transcriptomics and metabolomics

We used the web-based tool Keggle (http://keggle.jp), a novel tool for the visualization of omics-data created by the author's group [14]. Transcriptome and metabolome data were mapped onto KEGG (Kyoto Encyclopedia of Genes and Genomes, http://www.genome.jp/kegg/) pathways on the web.

### Statistical tests

Data are presented as the means with standard errors for the metabolomics analysis, and the standard error of the mean for the RT-PCR results. Three randomly selected mice from each group were used for the three omics experiments. Statistical significance in the quantitative RT-PCR analysis was assessed using a one-way ANOVA followed by the Tukey-Kramer test for multiple comparisons. Significance was accepted at *p*<0.05.

## Supporting Information

Table S1 **PCR primer sequences of interest genes for detecting levels of mRNA expression.**
(DOCX) Click here for additional data file.

Table S2 **The number of identified proteins whose expression was affected in the HFCC, HFDC and HFGC groups compared to the HF group.**
(DOCX) Click here for additional data file.

Table S3 **The number of identified metabolites whose expression was affected in the HFCC, HFDC and HFGC groups compared to the HF group.**
(DOCX) Click here for additional data file.

Table S4 **Diet information: Trigonelline, caffeine and polyphenol profile of coffee powder.** CC, Caffeinated coffee; DC, decaffeinated coffee; GC, green unroasted coffee.
(DOCX) Click here for additional data file.

# Supplementary material for: An Integrated Multi-Omics Study Revealed Metabolic Alterations Underlying the Effects of Coffee Consumption
**Source:** PLoS One. 2014 Mar 11;9(3):e91134. doi: 10.1371/journal.pone.0091134
**Supplement:** Table S1 — PCR primer sequences of interest genes for detecting levels of mRNA expression.

**Supplemental information**

**Table S1.** PCR primer sequences of interest genes for detecting levels of mRNA expression

|  | Forward | Reverse |
| --- | --- | --- |
| *ND1* | ATTACTTCTGCCAGCCTGAC | GGGTCCTAGGAAGATAATAGTTG |
| *Arg1* | AAGAATGGAAGAGTCAGTGTGGTG | TGGTTGTCAGGGGAGTGTTG |
| *Arg2* | TCTCCTCCACGGGCAAA | GCTGGACCATATTCCACTCCT |
| *Ass1* | CAGCCCAGATGTCCTTGAGATAG | TGTCAATGCGACCCACTCC |
| *Asl* | GCCATCCGGACCAGAAAA | TCGACAGCACCCACAAACC |

# Supplementary material for: An Integrated Multi-Omics Study Revealed Metabolic Alterations Underlying the Effects of Coffee Consumption
**Source:** PLoS One. 2014 Mar 11;9(3):e91134. doi: 10.1371/journal.pone.0091134
**Supplement:** Table S2 — The number of identified proteins whose expression was affected in the HFCC, HFDC and HFGC groups compared to the HF group.

**Supplemental information**

**Table S2.** The number of identified proteins whose expression was affected in the HFCC, HFDC and HFGC groups compared to the HF group

|  | HFCC | HFDC | HFGC |
| --- | --- | --- | --- |
| Up | 7 | 10 | 9 |
| Down | 2 | 3 | 2 |
| Total | 9 | 13 | 11 |

# Supplementary material for: An Integrated Multi-Omics Study Revealed Metabolic Alterations Underlying the Effects of Coffee Consumption
**Source:** PLoS One. 2014 Mar 11;9(3):e91134. doi: 10.1371/journal.pone.0091134
**Supplement:** Table S3 — The number of identified metabolites whose expression was affected in the HFCC, HFDC and HFGC groups compared to the HF group.

**Supplemental information**

**Table S3.** The number of identified metabolites whose expression was affected in the HFCC, HFDC and HFGC groups compared to the HF group

|  | HFCC | HFDC | HFGC |
| --- | --- | --- | --- |
| Up | 15 | 17 | 25 |
| Down | 2 | 2 | 6 |
| Total | 17 | 19 | 31 |

# Supplementary material for: An Integrated Multi-Omics Study Revealed Metabolic Alterations Underlying the Effects of Coffee Consumption
**Source:** PLoS One. 2014 Mar 11;9(3):e91134. doi: 10.1371/journal.pone.0091134
**Supplement:** Table S4 — Diet information: Trigonelline, caffeine and polyphenol profile of coffee powder. CC, Caffeinated coffee; DC, decaffeinated coffee; GC, green unroasted coffee.

**Supplemental information**

**Table S4.** Diet information: Trigonelline, caffeine and polyphenol profile of coffee powder.

|  |  |  |  | CC | DC | GC |
| --- | --- | --- | --- | --- | --- | --- |
| Trigonelline | |  |  | 0.78 | 0.88 | 2.00 |
| Caffeine | |  |  | 2.5 | 0.1 | 2.5 |
| Polyphenol | |  |  | 15 | 14 | 21 |
| Total chlorogenic acid | |  |  | 3.18 | 3.67 | 20.9 |
|  | 3-caffeoylquinic acid |  |  | 0.72 | 0.88 | 4.96 |
|  | 4-caffeoylquinic acid+3-feruloylquinic acid | | | 0.91 | 0.98 | 5.54 |
|  | 5-feruloylquinic acid |  |  | 0.96 | 1.28 | 5.65 |
|  | 4-feruloylquinic acid |  |  | 0.15 | 0.17 | 1.04 |
|  | 5-feruloylquinic acid |  |  | 0.29 | 0.23 | 1.32 |
|  | 3,4-dicaffeoylquinic acid |  |  | 0.07 | 0.07 | 0.94 |
|  | 3,5-dicaffeoylquinic acid |  |  | 0.03 | 0.02 | 0.56 |
|  | 4,5-dicaffeoylquinic acid |  |  | 0.05 | 0.05 | 0.99 |
|  |  |  |  |  |  | (g/100g) |

CC, Caffeinated coffee; DC, decaffeinated coffee; GC, green unroasted coffee.

How the deposited data were processed for this re-analysis (not part of the article)

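Liver RNA from 15 male mice was analysed, 3 from each of 5 groups, each on its own Affymetrix Mouse Genome 430 2.0 array. The paper states that these 3 mice per group were selected at random for the measurements on liver. The authors labelled the RNA with biotin and computed the deposited values by robust multi-array averaging (RMA), which corrects the background, normalizes between arrays and summarises each probe set. The deposited values are intensities on a linear scale. The software, its version and the probe annotation used with RMA are not given in the sources used here. No further background correction or normalization was applied, and log2 was taken of each value before any test. Each array was assigned to its group and replicate by its label, and 0 columns with values of single samples were left out as unmapped.

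Of 45101 probe sets, 64 were controls. Gene symbols came from an annotation of the platform, which listed 35890 probe sets, 34945 of them with exactly 1 symbol and 932 with several. Of the probe sets with 1 symbol, 34741 were matched to a mouse gene record of GRCm38.p6 by gene ID, which changed 0 symbols. The 9160 probe sets that were not listed or carried no symbol, and those with several symbols, are unnamed here and entered no test by gene. Each of 18193 genes was represented by the probe set with the highest mean over the 15 arrays, and by a probe set ending in _x_at, which can bind several transcripts, only where the gene had no other.

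Tests were run in R 4.3.3 with limma 3.58.1. All 15 arrays entered 1 model with 5 group means, which leaves 10 residual degrees of freedom, and contrasts gave HF against ND, each coffee group and their mean against HF, and each pair of coffee groups. P-values were adjusted by the Benjamini-Hochberg method over all genes, and a gene was called at an adjusted p under 0.05. The 36 lists of genes were tested with limma's camera at a correlation of 0.01 between genes, adjusted over the lists within a comparison. Their mean log2 difference was given with a 95% interval from the list means of each array. Lists needed at least 3 measured members. The number of arrays limits the precision, and 3 arrays against 3 allow no exact two-sided permutation p below 0.1 for a single gene.

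Named genes follow a fixed rule. For each comparison it takes the 20 genes with the largest absolute log2 fold change among those called whose arrays do not overlap between the groups, without symbols of clones, where chance gives such a separation in 10% of genes for 3 against 3 and in 0.909% for 9 against 3. It also takes every gene the paper names, and of each list up to 4 members that passed and up to 3 that did not, each with the largest changes. The text names fewer than the rule allows, and some items that the paper names are not reported here.

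The procedure was tested on simulated data in which 200 of 18193 genes were changed by a known fold. At 1.5-fold, 78% of the changed genes were recovered for HF against ND, 83.5% for HFCC against HF, 92.5% for the coffee groups together and 83.5% for HFDC against HFCC. At 2-fold these shares were 98.5%, 98%, 98% and 98%. Between 4 and 15 unchanged genes were called in each simulation. These shares and counts describe the simulated data and may not hold for the real arrays. There, leaving out HF replicate 2 took the calls in the coffee groups together from 1868 to 4.

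The alternatives were probe sets averaged per gene, all probe sets without choosing among them, only genes at or above the median level, cyclic loess between arrays, an offset of 32 added to the intensities, a fit of the compared groups alone, the replicate number as a block, limma's eBayes with trend and robust, an adjusted p under 0.10, at least 1.5-fold as well, leaving out each array in turn, camera with an estimated correlation, and fry, which tests whether the genes of a list move one way on balance. The 3' minus 5' value as a covariate and HF replicate 1 as the only HF array were added later. Chance levels for comparisons that share arrays came from 100 simulations. Other splits of the arrays were all counted where there were 10, and 100 were drawn where there were more. Protein, metabolite and blood measurements of the paper are not analysed here, since the values used here are those of the arrays.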

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

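The tests that leave out 1 HF array, the tests of the shared HF arrays in single coffee groups, the tests of the lipid storage, cholesterol and NRF2 lists with the covariate and the other tests of the urea cycle and cholesterol lists were chosen only after the result was seen, and so was the choice to report a list here from 3 called members on. Groups of 3 arrays are too small for a test of single outlying arrays.

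Of 2465 genes called between HF and ND, 1029 were called the opposite way in the coffee groups together, while the 3 HF arrays also have the 3 highest 3' minus 5' values. The tables argue against chance for the coffee groups together, where 1 of 100 splits of the 12 arrays, the real one, called as many genes. A fit of 2 groups called 2051 for it (2047 in the fit of the compared groups alone), against 9 in the highest other split. The covariance of the fold changes was -0.0288, -0.0336 and -0.0297 in the coffee groups together and the HFDC and HFGC groups. The lowest values in 100 simulations with shared HF arrays were -0.0189, -0.0221 and -0.01905. In the HFCC group -0.0230 lay within the simulations (lowest -0.0238). The correlation lay within them in each, at -0.677, -0.693, -0.627 and -0.518 in this order (lowest -0.930, -0.909, -0.892 and -0.933). By the covariance, the tables argue against the shared HF arrays as the whole cause in these comparisons other than the HFCC group. For 3 of the 5 lists that passed between HF and ND, a mean difference above 0 remained with the covariate. It was 0.524 for lipid storage (95% interval 0.224 to 0.825, camera adjusted p = 0.00368) and 1.16 for cholesterol synthesis (0.0863 to 2.23, adjusted p = 1.45e-08). For the genes controlled by NRF2 it was 0.487 (0.151 to 0.823, adjusted p = 0.00368). All 3 lost their camera call with an estimated correlation when tested without the covariate (adjusted p = 0.43, 0.88 and 0.97). A stricter bound tried first had left lipid storage undecided, and limma with the covariate called only 1, 0 and 0 of their genes (8, 14 and 8 at an unadjusted p under 0.05). The remaining differences argue against a straight-line effect of the 3' minus 5' value as the whole cause for these lists. They cannot decide on RNA quality itself. Every HF array lies above every other array in the value (lowest HF 1.08, highest other 1.07), so the fit compares groups at a value they do not share. For the other genes RNA quality stays open as well. With the covariate only 0.568% of the HF calls were kept, as that cause predicts. Their median fold was 0.84 of its former size, and the median standard error went from 0.092 to 0.131 (a reading added after that share was seen). For the calls in the HFCC, HFDC and HFGC groups and the coffee groups together, this ratio of folds was 0.799, 0.817, 0.709 and 0.707. With HF replicate 1 as the only HF array, it was 0.779 between HF and ND and 0.583 in the coffee groups together. Genes that follow the 3' minus 5' value within the ND and coffee groups changed the same way in the HF group. Their correlation across genes was 0.13, which 68 of 1296 permutations reached (one-sided p = 0.0525). A part played by 1 HF array is open too, since without HF replicate 2 only 0.214% of 1868 calls in the coffee groups together remained (3.43% without HF replicate 3, 89.8% without HF replicate 1), at 0.839 of the fold and with a standard error of 0.0827 in place of 0.0741, and an effect of diet and coffee themselves stays open beside these.

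The urea cycle list was lower in the HF group than in the ND group by a mean log2 difference of -0.25. Its camera call was lost with an estimated correlation (adjusted p = 0.97). RNA quality stays open, since the slope of the list on the 3' minus 5' value within the ND and coffee groups gives a difference of -0.232 (95% interval -0.519 to 0.0555), which 103 of 1296 permutations reached (one-sided p = 0.0795). Whether 1 HF array carries the difference is open as well, since it was -0.17 (95% interval -0.408 to 0.069) without HF replicate 2. An effect of the diet stays open, and no test here separates it from the RNA quality of the HF arrays.

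The cholesterol synthesis list was lower in the HFDC group than in the HFCC group by a mean log2 difference of -1.39, a difference between groups fed different coffees. A single array as the whole cause is argued against, since without each of the 6 arrays in turn the list passed the camera test and the 95% interval lay below 0 (nearest to it at -1.18, -1.94 to -0.424, without HFDC replicate 3), while a part played by 1 array stays open, as the interval is wide. RNA quality as the whole cause stays undecided. The groups were only 0.00124 apart in the 3' minus 5' value (95% interval -0.218 to 0.221). With it as a covariate the mean of the list was -1.39 (95% interval -2.12 to -0.671), and limma called 3 of its genes lower. Groups this close in the value leave a covariate almost nothing to adjust, so this fit cannot decide the question. A bound on the difference that the value could give, taken without regard to sign, left it undecided as well. With a slope of the list on the value within groups of 0.833 (-1.48 to 3.15), the ends of both intervals give a difference of 0.696 in size. That is no smaller than the nearest end of the interval of the difference itself (-0.693). A part played by RNA quality stays open. A different time of day at sampling stays open, since 1 of 9 clock genes differed, Per1, with a log2 fold change of -0.65 (standard error 0.13, adjusted p = 0.00172 over these genes). The difference between decaffeinated and caffeinated coffee is the biological explanation that the design gives, and it stays open and untested.

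Between coffee groups, 7 genes were called for HFGC against HFDC and 17 for HFDC against HFCC, each by a test of the difference itself. Genes controlled by the xenobiotic receptors CAR and PXR were lower in the HFDC group than in the HFCC group by a mean log2 difference of -0.48 (95% interval -0.75 to -0.21, camera adjusted p = 1.2e-06, 0.049 with an estimated correlation), in 12 of 12 genes, with 0 called by limma over all genes or adjusted over the list alone (5 at an unadjusted p under 0.05), and a range over -0.59 to -0.34 without each array.

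The next results are for transcripts that the paper's text does not discuss. In the HF group, 17 genes of cholesterol synthesis rose against the ND group. Of the genes controlled by the oxidative stress factor NRF2, 3 rose and 1 fell in the HF group (7 higher and 1 lower adjusted over the list alone), with a mean log2 difference of 0.36 (95% interval 0.13 to 0.59, camera adjusted p = 0.034, 0.97 with an estimated correlation), among them Abcc3, a bile salt exporter, by 1.40 (adjusted p = 0.00055 from limma) and Ugdh, which makes UDP-glucuronate, by 0.57 (adjusted p = 0.018), and between 1 and 6 rose without each array, with the fewest without ND replicate 2 or HF replicate 3, where Ugdh did not pass (adjusted p = 0.059 and 0.087), and 0 by limma with the covariate (8 at an unadjusted p under 0.05). Of 33 genes of respiratory complex I, 8 fell in the HFDC group against HF and none rose (15 lower adjusted over the list alone), with a mean log2 difference of -0.13 (camera adjusted p = 5.6e-06, 0.81 with an estimated correlation), among them Ndufv3 by 0.34, Ndufa5 by 0.35 and Ndufa10 by 0.29 (adjusted p = 0.033), whose protein the paper reports as raised in this group (Table 2), as it does that of Ndufs3, which had a log2 fold change of -0.16 (adjusted p = 0.18). Genes of the other respiratory complexes gave 4 that fell there (1 higher and 7 lower adjusted over the list alone), with a mean of -0.084 (camera adjusted p = 0.0030, 0.81 with an estimated correlation), among them Uqcrc1 by 0.38. Of the genes of amino acid catabolism, 4 fell there (1 higher and 6 lower adjusted over the list alone), with a mean of -0.13 (camera adjusted p = 0.0043, 0.81 with an estimated correlation), among them Bckdha, a subunit of branched-chain ketoacid dehydrogenase, by 0.49 (adjusted p = 0.022). In the coffee groups together, 8 genes of complex I fell (14 lower adjusted over the list alone), with a mean of -0.085 (camera adjusted p = 0.0017, 0.98 with an estimated correlation). Genes of the unfolded protein response rose there in 6 cases and fell in none (7 higher adjusted over the list alone), with a mean of 0.34 (95% interval 0.08 to 0.60, camera adjusted p = 0.0013, 0.98 with an estimated correlation), among them Pdia4, an isomerase of disulfide bonds, by 0.52 (adjusted p = 0.021) and Atf4, a transcription factor of this response, by 0.30 (adjusted p = 0.026). Without HF replicate 2 or HF replicate 3, and with the covariate, limma called no gene in any of these results for the HFDC group or the coffee groups together (5 to 17 at an unadjusted p under 0.05). Without any 1 of the HFDC arrays it also called none of the 3 lists in the HFDC group (8 to 17 at an unadjusted p under 0.05). With cyclic loess each list of the HFDC group had 1 call, complex I in the coffee groups together had 5, and the unfolded protein response kept its count of 6 there, which was 2 without each of 7 coffee arrays.

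The other comparisons of 3 arrays with 3, fitted with these arrays alone, have 10 splits, too few for a share under 0.05. The real split called 481 genes for HF against ND and 14, 5 and 9 for HFCC, HFDC and HFGC against HF, and the highest other split called 0 in each, so that 1 of 10 splits was as high. Between pairs of coffee groups the real split called 0 by limma in this fit, and so did the others, so that all 10 of 10 were as high (609, 1479 and 1889 genes at an unadjusted p under 0.05 for HFGC against HFCC, HFGC against HFDC and HFDC against HFCC).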

How the results depend on the processing

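The 3' minus 5' value as a covariate, and a fit with HF replicate 1 as the only HF array, were chosen only after the data had been seen. In the order HF against ND, then HFCC, HFDC, HFGC and the coffee groups together against HF, limma called 2465, 298, 913, 563 and 1868 genes. With probe sets averaged per gene the counts were 2052, 129, 558, 351 and 1351, with only the genes at or above the median level 2301, 827, 1331, 996 and 2201, with cyclic loess 2298, 193, 498, 433 and 1663, with an offset of 32 added to the intensities 2466, 549, 1144, 780 and 2132, with eBayes with trend and robust 2469, 294, 900, 590 and 1877, and with the groups compared alone 481, 14, 5, 9 and 2047. At an adjusted p under 0.10 they were 3785, 1221, 2003, 1581 and 2991, at 1.5-fold or more 374, 52, 101, 104 and 79, and over all probe sets 4635, 225, 1227, 1162 and 3262 probe sets. With the 3' minus 5' value as a covariate they were 14, 0, 0, 0 and 0 (2860, 1641, 2268, 1550 and 1920 at an unadjusted p under 0.05), and with HF replicate 1 as the only HF array, which is then assumed to vary like the other groups, 6, 1, 0, 1 and 1 (2639, 1173, 1569, 1499 and 1507 at an unadjusted p under 0.05). Without each array in turn they ranged over 989 to 3132, 2 to 1730, 3 to 2111, 2 to 1860 and 4 to 2738. The lowest of these counts were those without HF replicate 2 or HF replicate 3, and in the HFDC group also that without HFDC replicate 3. Leaving out an array of the coffee group itself gave 5 to 14, 3 to 196 and 40 to 117 calls in the HFCC, HFDC and HFGC groups, and without HF replicate 1 each of the 5 counts was highest.

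Between HFGC and HFDC and between HFDC and HFCC, limma called 7 and 17 genes. These were 3 and 1 with probe sets averaged per gene, 5 and 18 at or above the median level, 7 and 16 with cyclic loess, 0 and 2 with the offset, 8 and 12 with trend and robust, 0 and 0 with the groups compared alone, 9 and 60 at an adjusted p under 0.10, 5 and 13 at 1.5-fold or more, 0 and 2 over all probe sets, 1 and 23 with the covariate, 3 and 8 with HF replicate 1 as the only HF array, and 0 to 22 and 2 to 40 without each array in turn. Where limma called 0 genes between these pairs, 992 to 1889 genes were at an unadjusted p under 0.05. Between HFGC and HFCC the count stayed at 0 in each of these except over all probe sets, which gave 1, and stayed at 0 without each array in turn. The replicate numbers do not pair the mice: the correlations of deviations between arrays of the same number ran from -0.276 to 0.227, and 6 of 15 arrays correlated best with their own number. With replicate number as a block, the counts were 2337, 300, 679, 492 and 1712 in the order above and 0 and 2 between the coffee groups, and the block moved no other count by over 1.5 times and changed no call of a list.

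Genes called in HF against ND and the opposite way in the coffee groups together numbered 1029, 227 with the groups compared alone, 0 with the covariate, 1 with HF replicate 1 as the only HF array, and 4 to 1872 without each array. The share of calls that were higher was 65.8%, 23.2%, 26.2%, 25.2% and 33% in the 5 comparisons above, 53.3%, 49.2%, 56.6%, 49.7% and 53% with cyclic loess, and 69.4%, 15.5%, 19.8%, 20% and 28.6% with the offset. The median log2 difference of all genes stayed between -0.00702 and 0.0152 with each scaling.

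Called TCA cycle genes numbered 6, 1, 2, 1 and 6 in the same order, 3, 0, 0, 1 and 2 with probe sets averaged per gene, 6, 1, 6, 2 and 8 at or above the median level, 6, 1, 2, 0 and 4 with cyclic loess, 6, 1, 4, 2 and 8 with the offset, 1, 0, 0, 0 and 7 with the groups compared alone, 0 in each comparison by limma (1 to 8 at an unadjusted p under 0.05) with the covariate, 0 in each comparison by limma (1 to 4 at an unadjusted p under 0.05) with HF replicate 1 as the only HF array, and 3 to 9, 0 to 4, 0 to 7, 0 to 5 and 0 to 8 without each array.

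The mean log2 difference of the urea cycle list between HF and ND (-0.25) kept its direction and lost its camera call among the genes at or above the median level (-0.22), with the covariate (-0.0047), with HF replicate 1 as the only HF array (-0.19), with an estimated correlation and with fry (both at -0.25, adjusted p = 0.97 and 0.084), and ranged over -0.30 to -0.17 without each array, with the call lost without HF replicate 2. In the HFCC group (0.20) the call was lost among the genes at or above the median level (0.22), with HF replicate 1 as the only HF array (0.14), with an estimated correlation and with fry (both at 0.20, adjusted p = 0.92 and 0.4), the mean turned to -0.0093 with the covariate, and it ranged over 0.12 to 0.25 without each array, with the call lost without HF replicate 1, HF replicate 2 or HFCC replicate 1. In the HFDC group (-0.0063) it turned to 0.022 with cyclic loess and to 0.027, 0.045 and 0.069 without HF replicate 1, HF replicate 3 and HFDC replicate 1, and ranged over -0.091 to 0.069. In the HFGC group (0.18) and the coffee groups together (0.12) it turned to -0.11 and -0.11 with the covariate and ranged over 0.080 to 0.23 and 0.040 to 0.18 without each array, and without HFGC replicate 2 the HFGC value of 0.22 passed (adjusted p = 0.039).

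The lipid storage list kept its direction and its camera call in each comparison under the covariate and without each array. Without each array its means ranged over 0.51 to 0.62, -0.51 to -0.43, -0.55 to -0.43, -0.65 to -0.51 and -0.55 to -0.47. With the covariate they were 0.524, -0.424, -0.43, -0.521 and -0.459. The call was lost with an estimated correlation in each, at means of 0.58, -0.47, -0.48, -0.58 and -0.51 (adjusted p = 0.43, 0.23, 0.33, 0.082 and 0.12), and among the genes at or above the median level in the HFDC group (-0.46) and the coffee groups together (-0.49). The cholesterol list kept its calls without each array, over 1.41 to 1.505 between HF and ND, -1.78 to -1.18 between HFDC and HFCC and 0.90 to 1.49 between HFGC and HFDC. It lost them with an estimated correlation between HF and ND (1.44) and between HFGC and HFDC (1.11, and with fry as well, at 1.11). The mean of the lipogenesis list between HF and ND turned to 0.0082 with the covariate. The HF arrays lay 0.24 to 0.40 above the others in the 3' minus 5' value without each array.

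Of 3417 values of single genes under all alternatives, 2628 kept their direction and their side of the threshold, 769 kept the direction and lost the call, 10 gained one and 10 changed direction. Of 143 values per alternative, 74 calls were lost without HF replicate 2, 74 without HF replicate 3, 8 without HF replicate 1, 110 with the covariate, 111 with HF replicate 1 as the only HF array, 58 with the groups compared alone, 45 with probe sets averaged per gene and 0 of 128 among the genes at or above the median level, which has no value for dimmer genes. None of the genes below, whose direction changed, was called in the comparison named. Fasn between HF and ND (-0.13) turned to 0.37 without ND replicate 1, 0.24 with the covariate and 0.0027 with HF replicate 1 as the only HF array, and ranged over -0.42 to 0.37 without each array. Scd1 between HF and ND (-0.41) turned to 0.10 with the covariate. Asl in the HFCC group (0.16) turned to -0.010 without HFCC replicate 1, and ranged over -0.010 to 0.29 without each array. Ass1 in the HFCC group (0.32) turned to -0.26 with the covariate. Idh3a in the HFDC group (0.36) turned to -0.0011 with probe sets averaged per gene and -0.13 with HF replicate 1 as the only HF array. Slc25a13 in the HFGC group (0.50) turned to -0.047 with the covariate. Fasn in the coffee groups together (-0.068) turned to 0.035 without HFGC replicate 1, and ranged over -0.18 to 0.035 without each array. Fewer arrays in a group leave less to estimate its mean from. Beyond that, the cause of these changes was not tested. For dim genes the background limits the size of a change, as with the offset.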

Differences from the paper's values

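Fig. 3A colours Ass1 as lowered in the HF group and Asl as raised in the HFGC group. On the arrays Ass1, measured on a dim probe set since a brighter one shared with another gene was left out, had a log2 fold change of 0.31 between HF and ND (adjusted p = 0.54 from limma), so that its direction is uncertain, while Slc25a13 fell by 0.61. In the HFGC group Asl was at 0.37, in the direction the figure gives, and was not called (adjusted p = 0.33). The paper states that the expression of urea cycle genes was raised by coffee. It also reports qPCR of urea cycle genes (Fig. 3B), described there as matching the arrays, and those values were not analysed here. With the main settings here Slc25a13 was called in the HFDC group and in the coffee groups together, and no urea cycle gene in the HFCC or HFGC group. Without HF replicate 1, Slc25a13 was called in the HFCC and HFGC groups as well (adjusted p = 0.0088 and 0.0080), and without HFGC replicate 2 the list passed the camera test in the HFGC group, at a mean log2 difference of 0.22 (adjusted p = 0.039), while with an estimated correlation and all arrays its adjusted p was 0.98. The paper describes like alterations in the HFCC and HFDC groups. The mean of the list was 0.20 in the HFCC group and -0.0063 in the HFDC group, and the median was 0.18 and 0.05. Ass1, on its dim probe set, was at 0.32 and -0.57 in these groups and enters both means. The sign of the list in the HFDC group is therefore uncertain.

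The paper states, in its discussion of proteins raised by coffee, that no genes of the TCA cycle were significantly altered in their mRNA. Of 17 measured genes, 1, 2 and 1 were called in the HFCC, HFDC and HFGC groups against HF and 6 in the coffee groups together. None was called in these coffee comparisons without HF replicate 2, without HF replicate 3 or with the covariate. Between HF and ND, which that statement may not cover, 6 were called. The list as a whole did not pass in any of these comparisons, with a mean log2 difference of -0.000635 between HF and ND. The paper's text names no test or threshold for the arrays, so that no count here is set beside one of the paper's.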

Other observations

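Genes outside the paper's pathways also changed in the liver of HF mice. Of 12 measured genes of hepatic stellate cells and fibrosis, 4 rose against ND mice and none fell, among them Col3a1, a fibrillar collagen, by 0.70 on the log2 scale (adjusted p = 0.011 from limma), although the list did not pass (camera adjusted p = 0.27). Of 12 genes known to be expressed around the central vein, 3 rose, among them Rhbg, an ammonium transporter, by 0.75 (adjusted p = 0.0049) and Cyp1a2, a cytochrome P450 that metabolises caffeine, by 0.58 (camera adjusted p = 0.30 for the list), and of 6 periportal genes 1 fell (camera adjusted p = 0.47). Of 14 genes of bile acid synthesis and transport, 4 rose, among them Hsd3b7, a steroid dehydrogenase, by 0.43 (adjusted p = 0.0058), and 1 fell (camera adjusted p = 0.80). The counts of these lists were the same adjusted over the list alone. Lepr, the leptin receptor, fell by 1.37 (adjusted p = 0.0033) and Ghr, the growth hormone receptor, rose by 0.40 (adjusted p = 0.012). Per2, a clock gene, fell by 0.89 in the HF group (adjusted p = 0.0047) and rose by 0.82 in the HFGC group (adjusted p = 0.026).

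In the coffee groups Foxo1, a transcription factor that insulin restrains, fell against HF in each, with log2 fold changes of -0.58, -0.42 and -0.56 in the HFCC, HFDC and HFGC groups (adjusted p = 0.032, 0.031 and 0.016 from limma). In total 130 genes were called in the same direction in all 3 coffee groups, comparisons that share the HF arrays. In the HFDC group, genes that are higher in male than in female liver lay above the HF group by a mean of 0.56 (camera adjusted p = 0.0032, 0.81 with an estimated correlation), 2 of 10 passed (3 higher adjusted over the list alone), and limma called 0 without HF replicate 2, HF replicate 3 or any 1 of the HFDC arrays (2 to 5 at an unadjusted p under 0.05). The cholesterol synthesis list lay higher in the HFGC group than in the HFDC group by a mean of 1.11 (95% interval 0.41 to 1.81, adjusted p = 0.26 with an estimated correlation), with 0 genes called by limma over all genes (18 at an unadjusted p under 0.05) and 18 higher adjusted over the list alone. Tsc22d3, a glucocorticoid-induced gene, and Per1 were among the 7 genes called between these groups, higher by 1.03 and 0.90 in the HFGC group (adjusted p = 0.038 for each), chosen here after their values were seen, and these calls were lost in 10 and 7 of the 15 fits that leave out 1 array (adjusted p up to 0.215 and 0.166). Of 14 measured genes of the proteins that the study reports as changed by coffee, 2 fell in the coffee groups together (2 adjusted over the list alone), and since the study chose that list on these mice it is not independent evidence of a direction.

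Foxo1 did not pass in any coffee group without HF replicate 2 or HF replicate 3 (adjusted p up to 0.151), nor in the HFCC or HFDC group without any 1 of that group's arrays, nor in the HFGC group without HFGC replicate 1 or 3 (adjusted p up to 0.121). Per2 did not pass in the HFGC group without HF replicate 2 or 3 or HFGC replicate 2 or 3 (adjusted p from 0.0691 to 0.134). None of Col3a1, Rhbg, Cyp1a2, Hsd3b7, Lepr, Ghr, Per2 and Foxo1 was called in these comparisons with the 3' minus 5' value as a covariate, an alternative chosen only after the data had been seen. Xist and the Y-linked genes lay within 0.423 and 0.455 of their medians on the log2 scale in all 15 arrays.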
